A study of Mus musculus with 24 samples.

How the data were processed

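RNA was measured in 24 libraries of F1 hybrid mouse embryonic stem cells, a female line with a 129/Sv and a CAST/EiJ genome. Per the labels, 5 recombinations named d3, d6, i7, i10 and i12 were each represented by a parental line and by recombined clones, 7 clones in total, and every line was sequenced in 2 replicates. Per the labels' protocols, poly(A) RNA was made into stranded libraries and read from a single end on a NextSeq instrument.

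The deposited table holds raw counts, 1 whole number per gene and column, with 2 columns per library, and its header assigns them to the 129S1 and the CAST allele. The aligner, the counting program, the genome build, the annotation and the treatment of reads without an informative variant were not stated in the labels or in the table. Of its 48985 gene identifiers, 48301 were identical to GENCODE M21 (assembly GRCm38) with the version number and 48838 matched without it, and the 147 that did not match held 0.015% of the counts. Gene positions below are therefore from GENCODE M21 on GRCm38. The comparisons had been planned for 1 count per gene and library, so the counts of both alleles were added for them, and the comparisons between alleles were added once the columns had been seen.

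Total counts per library ran from 3286819 to 15581094. For a single library, shares of counts are given with 95% Wilson intervals, and the smallest count taken as detected was 3. These intervals and floors cover counting error only, and no molecular identifiers are described in the labels. No library was a copy of another: the closest pair, i7 parental replicate 1 and i7 clone 7 replicate 1, had a chi-square of 2.53 per degree of freedom, and replicates of the same line had 9.77 to 54.83.

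Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using TMM normalisation, the filterByExpr filter on the 12 groups (16253 genes kept) and the quasi-likelihood test on 1 fit of all 24 libraries with a coefficient per group. That fit left 12 residual degrees of freedom and had a common biological coefficient of variation of 0.246. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Each clone was compared with its parental line, the clones of d3 and of i7 with each other, and the 5 parental lines pairwise as the background. A mean effect gave each recombination equal weight, and a joint test asked whether the 5 effects differed.

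The labels do not say whether replicates with the same number were handled together, so the difference between replicates 1 and 2 was correlated over genes between groups. A second fit added a term for the replicate number within each recombination (a replicate block), which left 7 residual degrees of freedom and a coefficient of variation of 0.119. Both fits are reported side by side.

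The ratio of 129S1 to CAST counts was tested in 10795 genes with a mean of at least 10 counts per allele. Both columns of each library entered 1 edgeR fit with a coefficient per library and an allele coefficient per group. The library coefficients take up replicate differences that both alleles share. A shift of the ratio shared by replicates with the same number is not taken up, and no replicate block was added for it. Chromosome shifts are medians over genes of log2 CPM (counts scaled by effective library size) in a clone library minus the mean of its parental line. They used 16221 genes for total counts and, for the alleles, 9979 genes with a 129S1 share from 0.2 to 0.8. Called genes were tested for excess on each chromosome with two-sided Fisher's exact tests. The Fisher tests take genes as independent, so neighbours that change together make their p too small. Runs of neighbouring genes were scored as the lowest and highest median log2 change over 5 consecutive tested genes, against the parental pairs and against 1000 shuffles of the gene order. DESeq2 1.42.0 was used for alternatives, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 for the rest.

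Genes were named by a rule. It took the 3 largest called changes per clone comparison among genes with a mean of at least 50 counts and no overlap between clone and parental libraries, with the same number for genes called in both clones of a recombination. It added the genes called in at least 3 recombinations, the genes of runs outside the range of the parental pairs, the 5 smallest p-values of the mean effect and a fixed list of 24 markers. Any other gene named was chosen after its values were seen, and this is said where it is named. The results of 1 gene that the rule named are not reported.

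The tests were tried on simulated counts with 200 changed genes. At a coefficient of variation of 0.25, 1.5% of 2-fold and 97% of 4-fold changes were called among 16253 genes, and at 0.12 the shares were 87.5% and 100%. With simulated shifts between replicates, 2-fold changes were called in 0% without the replicate block and 91% with it. For the allelic ratio, 55.5% of 2-fold and 93.5% of 4-fold changes were called among 10795 genes. The alternatives tried were other normalisation, filters, tools, sets of libraries, single alleles, the replicate block and leaving out each library.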

Results

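Gene expression was measured as read counts in F1 hybrid mouse embryonic stem cells, with the counts of each library split between the 129S1 and the CAST allele. The libraries fell into 12 groups of 2 replicates: the parental lines of d3, d6, i7, i10 and i12, clones 12 and 21 of d3, clone 16 of d6, clones 7 and 12 of i7, clone 18 of i10 and clone 10 of i12. Total counts per library were 10383315 to 15581094 in d3, 6345947 to 13522662 in d6, 7358368 to 13853975 in i7, 3829089 to 6920899 in i12 and 3286819 to 5189267 in i10. The 129S1 allele held 47.9% to 49.1% of the counts outside the mitochondrial genome, and mitochondrial genes held 2.9% to 8.6% of all counts. The comparisons address how gene expression changed on recombination.

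The first principal component held 33% of the variance and the second 17%. Along the first, replicate 1 lay at 74.22 and replicate 2 at 30.97 in the d3 parental line, and at 72.73 and 28.95 in d3 clone 12. They lay further apart in the i12 parental line (-1.13 and -68.88) and the i10 parental line (2.87 and -66.53). In i7 the replicates lay closer on the first component, at -19.85 and -20.97 in the parental line and at -5.69 and -17.88 in i7 clone 12. On the second, those of the i7 parental line lay at 57.87 and 33.53, further apart than those of the d3 parental line (-2.77 and 13.08). Over 16253 genes, which are not independent replicates, the replicate difference correlated between groups of the same recombination with r from 0.36 to 0.69 (median 0.55, 9 pairs of groups). Between groups of different recombinations r ran from -0.21 to 0.60 (median 0.21, 57 pairs). It was 0.40 to 0.60 between d3 and d6 groups, 0.50 to 0.58 between i12 and i10 groups and -0.017 to 0.10 between d3 and i7 groups. Differences tied to the replicate number may thus be shared by some recombinations and not by others.

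**Figure D1:**
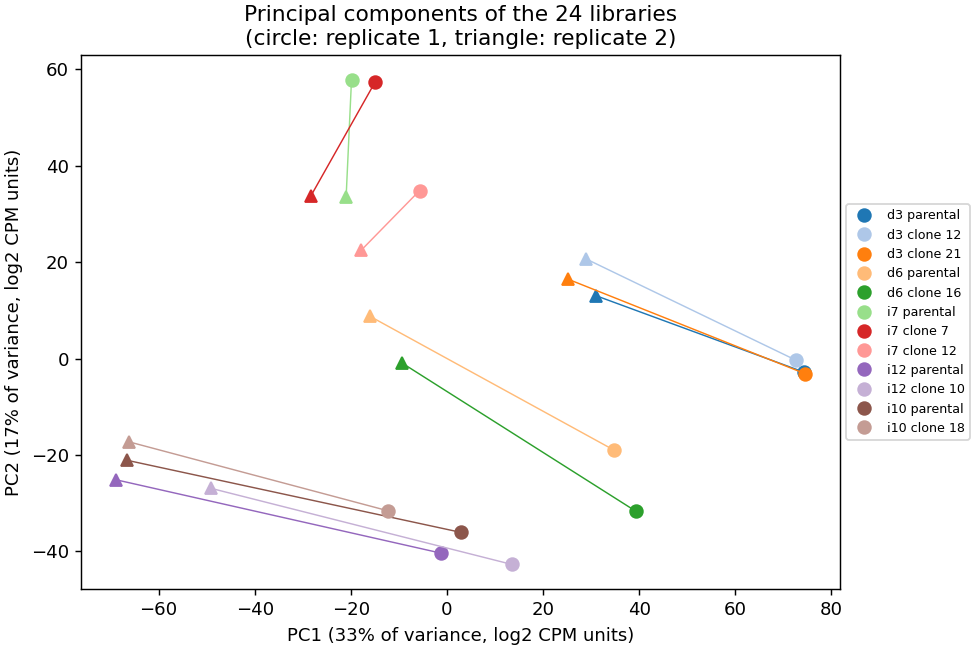
Scores of the 24 libraries on the first principal component (33% of variance) and the second (17%) of log2 CPM, with a line joining the 2 replicates of each group. Replicate 1 of the 3 d3 groups sits at 72.73 to 74.6 on the first component and replicate 2 at 25.29 to 30.97.

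The parental lines were compared with each other as a background for the clone comparisons. Between 0 and 806 genes were called over the 10 pairs of parental lines, with a median of 239.5. Any difference in handling between recombinations would enter the parental pairs and not the clone comparisons. In 2 of the pairs no gene was called, d6 against i10 (1906 genes at an unadjusted p under 0.05) and i12 against i10 (264 genes). These pairs were fitted without a term for the replicate number, whose differences correlated with r of 0.34 between the d6 and i10 parental lines and 0.58 between i12 and i10. Without the filter on low counts, the alternative that moved this median most, it was 922. The allelic ratio was called in 2 to 148 genes per pair, with a median of 38.5.

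Each clone was compared with its parental line to ask which genes changed. Without a replicate block, 2 genes were called in d3 clone 12, both lower (713 at an unadjusted p under 0.05). With the block, for which the pairing check gave r of 0.46 between d3 clone 12 and its parental line, 2 genes were called as well, and 2 were shared. The alternative that moved this count most was the omission of the filter on low counts, with 25 genes. In d3 clone 21, 9 genes were called, all of them lower (387 at an unadjusted p under 0.05), and with the block (pairing r 0.55) 20 genes, 3 higher and 17 lower, including the same 9.

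In d6 clone 16, 2 genes were called, both lower (122 at an unadjusted p under 0.05), against 14 with the block (pairing r 0.62), 10 higher and 4 lower. In i7 clone 12, 4 genes were called, 3 higher and 1 lower (1006 at an unadjusted p under 0.05), against 1019 with the block (pairing r 0.36), 572 higher and 447 lower, including the same 4. No gene was called in i7 clone 7 without the block (48 at an unadjusted p under 0.05) or with it (296; pairing r 0.50). None was called in i12 clone 10 without the block (213) or with it (959; pairing r 0.57), or in i10 clone 18 (128 and 374; pairing r 0.57). On simulated data, 1.5% of 2-fold changes were called without the block at a coefficient of variation of 0.25, and with simulated shifts between replicates at 0.12, 0% without the block and 91% with it.

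Rtp3 (ENSMUSG00000066319.6, chromosome 9, 110984935 to 110990583 in GRCm38), which overlaps Gm10030 and 1700061E17Rik on the other strand and was named for the mean effect, was called in d3 clone 12, d3 clone 21 and d6 clone 16. Its log2 changes were -3.41 (SE 0.477), -3.69 (SE 0.495) and -3.27 (SE 0.492), with adjusted p of 0.0129, 0.00239 and 0.0328 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the block they were -3.33, -3.69 and -3.21 (adjusted p 1.16e-04, 2.03e-05 and 4.90e-04). In fits of only the libraries of the comparison, no gene was called in d3 clone 12 or d6 clone 16, so the calls of Rtp3 there were lost. In both d3 clones 2 genes, Rtp3 among them, were called in the same direction, where the marginal counts give 0.0011 by chance, and 6 without the filter on low counts, the alternative that moved this most. No gene was called in opposite directions, and both contrasts share the parental libraries.

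In d3 clone 21 the largest changes were on chromosome 14. Nefm (ENSMUSG00000022054.11, 68082590 to 68124846), whose interval holds Nefl and Gm19216 on the other strand, went from 95.0 ± 21.9 to 0.372 ± 0.285 CPM (SD, n = 2), a log2 change of -7.93 (SE 0.954, adjusted p 8.33e-04). The clone's libraries held 7 and 2 counts of Nefm, and the second of these was under the floor of 3. Ephx2 (ENSMUSG00000022040.8, 66084374 to 66124500) went from 14.6 ± 1.40 to 0.124 ± 0.0556 CPM, with 2 and 1 counts left in the clone's libraries, both at or under the floor of 3. Its log2 change in the fit was -6.71 (SE 0.621, adjusted p 3.78e-05). Nefl (ENSMUSG00000022055.7, 68083863 to 68089095) went from 21.2 ± 0.560 to 0.745 ± 0.452 CPM, a log2 change of -4.80 (SE 0.730, adjusted p 0.00836), and did not pass in a fit of only the libraries of the comparison (adjusted p 0.0802). With the block the log2 changes of Nefm, Ephx2 and Nefl were -7.96, -6.72 and -4.84 (adjusted p 3.40e-11, 3.37e-08 and 1.20e-07). In the Fisher tests, 5 of the 9 genes called in d3 clone 21 lay on chromosome 14, which holds 570 of the tested genes (adjusted p 8.26e-04 over 140 tests). This was the 1 excess found among the 7 clones and 20 chromosomes, against 5 among 200 tests in the parental pairs, and the alternative that moved the count most, the calls of the allelic ratio, gave 4.

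In i7 clone 12 the rule named 3 genes. Gpnmb (ENSMUSG00000029816.10, chromosome 6, 49036546 to 49070929) went from 6.40 ± 0.796 to 59.5 ± 11.3 CPM (SD, n = 2), a log2 change of 3.22 (SE 0.332, adjusted p 3.75e-04). Scube3 (ENSMUSG00000038677.14, chromosome 17, 28142141 to 28174854) went from 6.49 ± 0.298 to 25.2 ± 0.191 CPM, a log2 change of 1.96 (SE 0.304, adjusted p 0.0246). Ablim1 (ENSMUSG00000025085.16, chromosome 19, 57032733 to 57314919) went from 40.8 ± 1.59 to 154.2 ± 17.03 CPM, a log2 change of 1.92 (SE 0.274, adjusted p 0.0115). With the block the changes of Gpnmb, Scube3 and Ablim1 were 3.23, 1.96 and 1.92 (adjusted p 6.70e-08, 5.98e-05 and 3.32e-06). The fourth called gene, Trim35 (ENSMUSG00000022043.19, chromosome 14, 66297031 to 66311424), which was chosen after its values were seen, changed by -1.47 (SE 0.203, adjusted p 0.0114).

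Clones of the same recombination were compared with each other to ask whether independent clones changed alike. Between d3 clones 21 and 12, 8 genes were called, all lower in clone 21 (121 at an unadjusted p under 0.05), and 6 of them lay on chromosome 14. With the block (pairing r 0.69) there were 16, 1 higher and 15 lower. Between i7 clones 12 and 7, 15 genes were called, 7 higher and 8 lower (1347 at an unadjusted p under 0.05), and 4 of them lay on chromosome 19. With the block (pairing r 0.46) there were 1587, 792 higher and 795 lower. In i7 clone 7 no gene was called against parental without the block or with it (48 and 296 at an unadjusted p under 0.05). No overlap of called genes between the i7 clones was therefore possible. The lack of overlap cannot show whether they changed alike. Across genes the changes of the 2 clones correlated with r of 0.68 in d3 and 0.21 in i7. Without the filter on low counts r was 0.55 in d3 and 0.48 in i7, and with the stricter filter 0.74 and -0.011. Both contrasts of a recombination subtract the same parental libraries, which raises r without any shared change. No value of r for unchanged clones was computed, so r does not show whether the clones changed alike.

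Averaged over the 5 recombinations, 2 genes were called, both lower (195 at an unadjusted p under 0.05), and with the block 7, all lower. The alternative that moved this count most was the use of 129S1 counts alone with the block, with 263 genes. A mean effect can be called where a single clone changed strongly. In 129S1 counts the median gene of chromosome 14 changed by -3.71 in d3 clone 21, so the 263 genes need not be changes shared by the recombinations. Rtp3 had a mean log2 change of -1.35 (SE 0.185, adjusted p 0.00971), and with the block -1.33 (adjusted p 7.73e-05). Of the genes with the 5 smallest p-values, 3 were not called: Rcbtb1 (ENSMUSG00000035469.17, chromosome 14, 59201209 to 59237265; -0.46, adjusted p 0.108), Ephx2 (-0.75, adjusted p 1.00) and Gm10030 (ENSMUSG00000057802.8, chromosome 9, 110989499 to 111008029; -0.75, adjusted p 1.00). With the block, Rcbtb1 and Ephx2 passed (adjusted p 0.00108 for both). Both lie on chromosome 14, and without the block Rcbtb1 changed by -3.27 in d3 clone 21 and by -0.55 to 0.19 in the other 6 clones, and Ephx2 by -6.71 and by -0.92 to 0.10. The mean effect with the block was also called for Als2cl, Tdgf1 and Nefm, named here after their values were seen. Their mean log2 changes were -0.81, -0.37 and -0.72 (adjusted p 3.57e-04, 0.00240 and 0.00334 in edgeR's quasi-likelihood test). With the block Nefm changed by -7.96 in d3 clone 21, and Tdgf1 by -0.90 there and by -0.82 in d6 clone 16. Nefm and Tdgf1 differed between recombinations in the joint quasi-likelihood test with the block (adjusted p 1.44e-06 and 0.0394). The means of these 2 genes therefore do not show a change shared by all 5 recombinations. The effects of the recombinations differed from one another for 2 genes (112 at an unadjusted p under 0.05), Rtp3 among them (adjusted p 0.0166), and with the block for 13 (Rtp3, adjusted p 1.22e-04). Without the filter this count was 37, the furthest of its alternatives. Outside the d3 and d6 clones Rtp3 changed by 0.0017, -0.93, 0.24 and 0.30 in i7 clones 7 and 12, i12 clone 10 and i10 clone 18. No gene was called in the same direction in 3 or more recombinations, and 2 were called in at least 2 of them. With the block 14 genes were called in at least 2 and 1 of these, Rtp3, in 3.

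The allelic ratio was then compared in the same way. It was called in 5 genes in d3 clone 12, 368 in d3 clone 21, 5 in d6 clone 16, 1 in i7 clone 7, 252 in i7 clone 12, 1 in i12 clone 10 and 0 in i10 clone 18. At an unadjusted p under 0.05 there were 209 in i7 clone 7, 570 in i12 clone 10 and 348 in i10 clone 18. A ratio shift shared by replicates with the same number stays in the error of this fit. Counts of 0 or 1 therefore do not exclude smaller changes of the ratio. For d3 clone 12 its 3 alternatives gave 4 to 6 genes. The 5 genes of d3 clone 12 and the 5 of d6 clone 16 all lay on chromosome 9. This was an excess in the Fisher test in each clone (adjusted p 4.09e-06 in both). If a single stretch of neighbouring genes changed, this p counts that change more than once. Of the genes called in d3 clone 21, 351 lay on chromosome 14, and of those in i7 clone 12, 225 lay on chromosome 19.

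On chromosome 14 in d3 clone 21, the median gene changed by -3.71 ± 0.117 (SD, n = 2) on the log2 scale in 129S1 counts and by 0.96 ± 0.0124 in CAST counts, and by -0.0061 ± 0.0024 in the sum. The ratio changed by -4.74 ± 0.129. In bins of 10 Mb with at least 5 informative genes, the median ratio changed by -5.34 to -3.64 in each of 12 bins. Over all genes of the chromosome the 129S1 share was 26.5% (95% Wilson interval 26.4 to 26.7) in replicate 1 and 24.9% (24.8 to 25.1) in replicate 2, against 51.9% to 55.7% in the other 22 libraries. In the 644 genes with a share of 20% to 80% in those 22 libraries, it was 7.96% (7.85 to 8.06) and 7.55% (7.45 to 7.66), against 49.7% to 55.0%. The 234 genes with a share over 80% elsewhere kept 90.6% and 91.7%, against 93.8% to 95.7%, and held 84338 of the 106076 counts assigned to 129S1 in replicate 1.

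On chromosome 19 in i7 clone 12, total counts of the median gene changed by 0.49 ± 0.0019 (SD, n = 2), the largest total shift of any chromosome over the 7 clones. DESeq2 size factors, the alternative that moved it most, gave 0.47. CAST counts changed by 0.85 ± 0.0299 and 129S1 counts by 0.01 ± 0.0207, and the ratio by -0.89 ± 0.0064. The ratio changed by -0.94 to -0.63 in each of 7 bins of 10 Mb. The 129S1 share was 37.8% (95% Wilson interval 37.6 to 37.9) and 39.7% (39.6 to 39.8), against 48.5% to 52.1% in the other 22 libraries. As background, parental replicates differed by at most 0.19 in total counts and 0.11 in the ratio on any chromosome. The other shifts of clones against parental lines were at most 0.086 in total counts and 0.26 in the ratio.

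**Figure D2:**
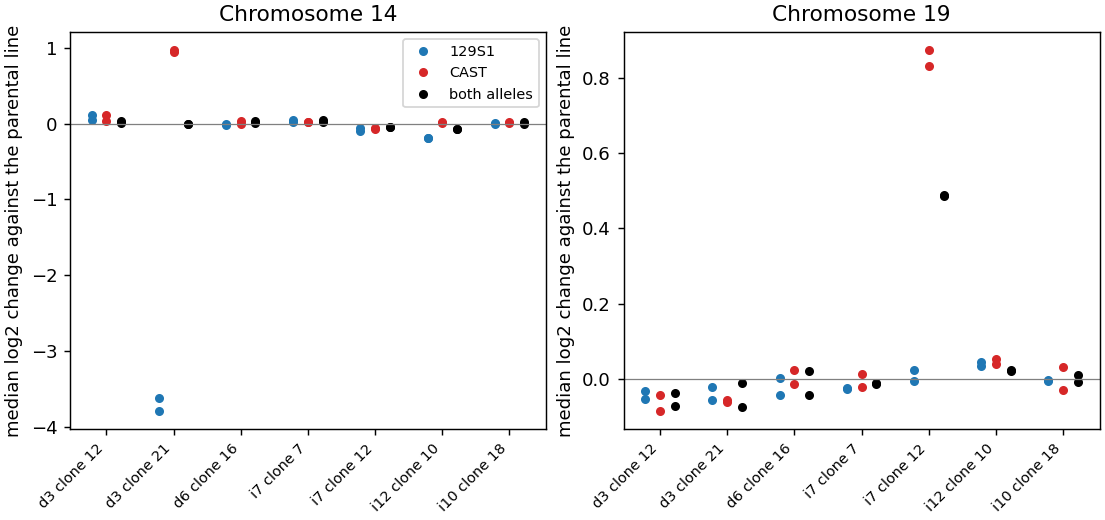
Median log2 change against the parental line on chromosome 14 (left) and chromosome 19 (right), with 1 point per library for 129S1 counts, CAST counts and their sum in each of the 7 clones. On chromosome 14 d3 clone 21 lies at -3.71 for 129S1 and 0.96 for CAST, and on chromosome 19 i7 clone 12 lies at 0.85 for CAST and 0.01 for 129S1 (means of 2 libraries).

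**Figure D3:**
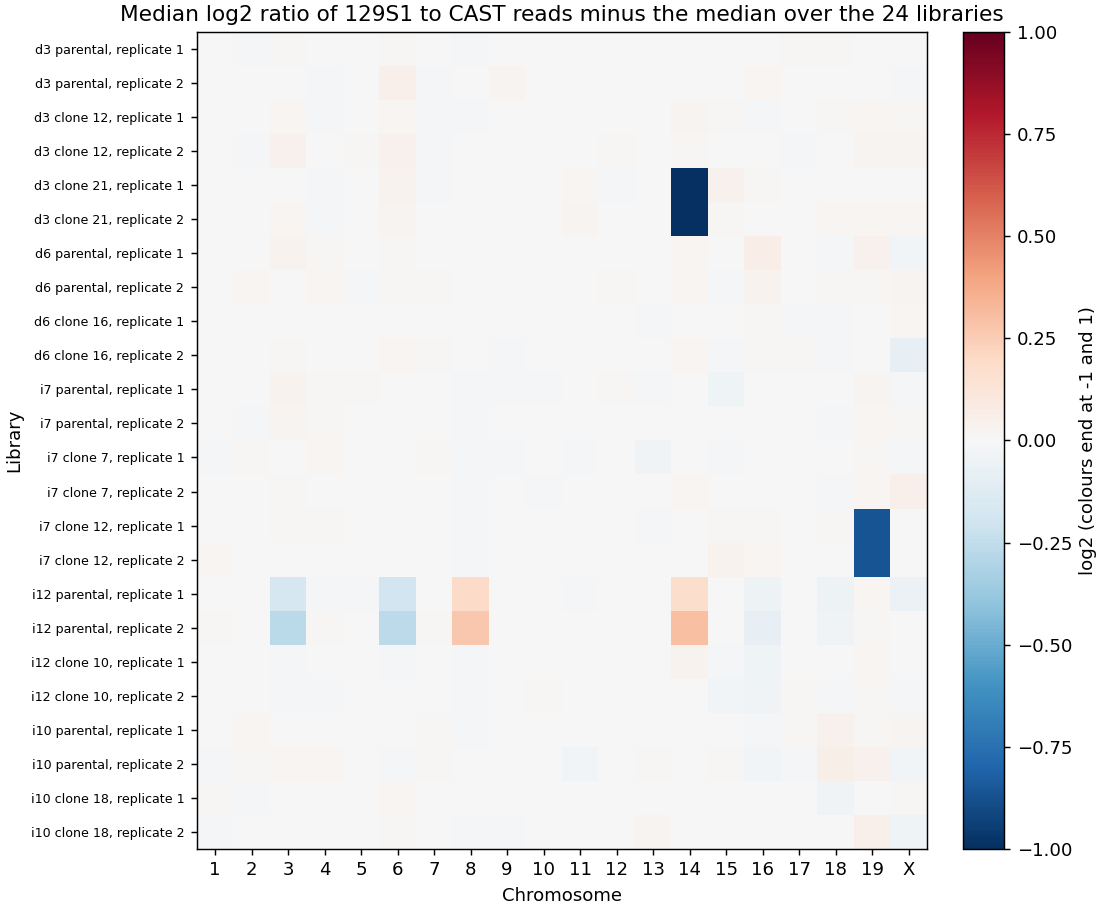
Median log2 ratio of 129S1 to CAST counts per chromosome (columns) and library (lines of the grid), as the difference from the median of the 24 libraries, with colours ending at -1 and 1. Chromosome 14 in d3 clone 21 and chromosome 19 in i7 clone 12 are low in both replicates, and chromosomes 3, 6, 8 and 14 of the i12 parental line are shifted by -0.27 to 0.30.

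Runs of 5 neighbouring genes were compared to ask whether a stretch of a chromosome changed as a whole. In total counts, no run of any clone lay outside the range of the parental pairs. In these pairs the lowest runs had medians of -3.65 to -1.49 and the highest 1.53 to 6.14. The lowest runs of d3 clone 12, d3 clone 21 and d6 clone 16 were -1.39, -1.48 and -1.71. All lay on chromosome 9, between 110951545 and 111271791. A loss of a single allele leaves the counts of the other in the sum, so this comparison could miss such a loss. Of 1000 shuffles of the gene order, 10, 8 and 7 gave a run as low as the lowest of d3 clone 12, d3 clone 21 and d6 clone 16, and 41 to 60 in the other 4 clones. For the highest runs these numbers were 4 in d6 clone 16, with a run of 1.87 on chromosome X, and 63 to 526 in the other 6 clones. In CAST counts the lowest runs of d3 clone 12, d3 clone 21, d6 clone 16 and i7 clone 7 lay on chromosome 9 and below those of the parental pairs, with -3.69 in i7 clone 7 against -3.64 as the lowest of the pairs. In 129S1 counts d3 clone 21 had a run of -9.30 on chromosome 14, against -3.03.

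The counts of each allele on chromosome 9 are given for genes chosen after their values were seen. In CAST counts Rtp3 had 0 counts in all 6 libraries of d3 clone 12, d3 clone 21 and d6 clone 16, from 45 and 83 in the d3 parental line and 41 and 36 in the d6 parental line, so that allele was at least 22.8-fold, 23.99-fold and 14.8-fold lower. CAST counts of Tdgf1 (ENSMUSG00000032494.12, 110939603 to 110946158) changed by -3.51, -3.61 and -3.34 in these clones, with 360 to 552 counts left per clone library. For Dclk3 (ENSMUSG00000032500.10, 111439081 to 111489118), 0 or 1 CAST counts were left per clone library, from 15 and 19 in the d3 parental line and 8 and 1 in the d6 parental line. Over the genes from Tdgf1 to Dclk3, 22 CAST values of these clones had a median of -4.38, with clones at or under the floor set to it, and 18 values of 129S1 counts had a median of -0.03. On the left, Ccdc12 (ENSMUSG00000019659.8, 110656503 to 110711606) had no called ratio in these clones (129S1 against CAST 0.19, -0.07 and -0.19, adjusted p 1.00 for each). Als2cl, between Ccdc12 and Tdgf1, had a called ratio in these clones. Its CAST counts were 102 and 99 in the d3 parental line, 24 and 29 in d3 clone 12 and 15 and 25 in d3 clone 21. They were 69 and 67 in the d6 parental line and 16 and 11 in d6 clone 16. Als2cl was lower in the other clones too, so whether it belongs to the stretch is open.

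Of the fixed list of 24 markers of the cells' state and of the lamina, 21 were tested in the 7 clone comparisons. None was called after adjustment over all genes, and 2 of the 147 tests had an unadjusted p under 0.05. Adjustment over the list alone was made within each comparison, over its 21 tested markers and not over the 147 tests. Calls over the list are thus not corrected for the 7 comparisons. In this way 2 were called in edgeR's quasi-likelihood test, Lmna (ENSMUSG00000028063.15, chromosome 3, 88480147 to 88509956; log2 change 0.77, SE 0.225, adjusted p 0.373 over all genes and 0.0328 over the list) and T (ENSMUSG00000062327.10, chromosome 17, 8434423 to 8442496; 1.86, SE 0.408, 0.185 and 0.00576), both in i7 clone 12. With the block, which moved this count most, both were called over all genes and 16 of the 147 tests had an unadjusted p under 0.05. Dnmt3b (ENSMUSG00000027478.15, chromosome 2, 153649450 to 153687730) in i12 clone 10 was then called over the list alone (log2 change 0.65, adjusted p 0.0207 over the list and 0.438 over all genes). Over the 24 libraries, Pou5f1 (ENSMUSG00000024406.16, chromosome 17, 35506018 to 35510772) was at 510.7 to 1108.8 CPM and Nanog (ENSMUSG00000012396.12, chromosome 6, 122707489 to 122714633) at 984.8 to 2216.7, while Xist (ENSMUSG00000086503.4, chromosome X, 103460366 to 103483254) was at 0.907 to 4.94.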

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

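Every test of an explanation given in this part was chosen only after the result was seen.

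The clones of d3 differed from each other in 8 genes, found by testing the difference between the 2 clones, all of them lower in clone 21 (121 genes at an unadjusted p under 0.05). The allelic ratio differed between them in 352 genes, 349 of which had a lower 129S1 ratio in clone 21. Of the 8 genes, 6 (75%) lay on chromosome 14, and of the 352, 346 did. A candidate explanation is a change of the whole chromosome in clone 21. The 129S1 counts of its median gene fell by 3.71 on the log2 scale and the CAST counts rose by 0.96, with both libraries of clone 21 on the same side, while the total changed by -0.0061. A rise of CAST counts by this much and a steady total are consistent with 2 CAST copies in place of 1 of each. A single copy of the chromosome would have lowered the total. A fault in the assignment of reads to alleles would have appeared in other libraries, whose lowest 129S1 share on the chromosome was 51.9%. A library of another recombination would have lacked the allelic shift of a segment of chromosome 6 found in d3, which was 0.81 at the least in clone 21 and 0.055 at the most in the 18 libraries outside d3. A d3 parental library would have lacked the low CAST counts of Tdgf1, which changed by -3.61 in clone 21 and -3.51 in clone 12. An exchange of names between the 2 clones would not have shown in these tests. Most of the 129S1 counts that were left in replicate 1 (84338 of 106076) came from genes with a share over 80% in the other 22 libraries, where 129S1 counts were 84024 in replicate 1 of the parental line. In the genes with a share of 20% to 80% they fell from 126654 to 20114. The counts that were left may thus come largely from genes where reads are assigned to 129S1 whichever allele they came from. The recombination itself does not explain a difference between 2 clones that both carry it, and the event may have arisen during the culture of clone 21.

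The clones of i7 differed from each other in 15 genes, again by testing the difference itself (1347 at an unadjusted p under 0.05), and in the allelic ratio of 257 genes. On chromosome 19 lay 4 of the 15 (26.7%) and 223 of the 257. In i7 clone 12 the CAST counts of the median gene of that chromosome rose by 0.85 (log2 mean, higher in 2 of 2 libraries) and the 129S1 counts changed by 0.01 on average. The rise is less than the 1 that a second CAST copy in every cell would give if expression followed copy number. An extra CAST copy in some or all of the cells is a candidate explanation. A depth or scaling effect would have moved both alleles, and the 129S1 value of 0.0098 went against it. Genes of the same GC content and length on other chromosomes did not account for it, since the shift against them was 0.50, where the shift itself was 0.49. The chromosome was not the whole of the difference: with the replicate block it held 16.4% of the 1019 genes called for i7 clone 12 against its parental line, and 852 lay elsewhere. Whether those followed from the chromosome or from another difference of the clone was not tested.

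The effects of the 5 recombinations differed from one another in 2 genes by the joint test (112 at an unadjusted p under 0.05), with Rtp3 among them. The labels of the groups were exchanged within each recombination and replicate number, so that every split parted as many libraries with the same number as the real one. Of 50 such splits, the real one included, 12 gave as many genes without the replicate block. With the block 13 genes were called (1255 at an unadjusted p under 0.05), and 7 of the 50 splits gave as many, up to 359 genes. These splits keep a real change of a clone and can turn its sign, which can raise the difference between recombinations, so they neither rule out an arbitrary grouping nor show one. For the mean effect over the recombinations, where 2 genes were called as well, 2 of the 50 splits gave as many, and 9 of 50 gave as many genes at an unadjusted p under 0.05 (195). With the block, where 7 were called, these were also 2 and 9 of 50 (912 genes at an unadjusted p under 0.05). In these splits too clones and parental lines trade places, so a strong change of 1 clone may enter them with the opposite sign. The difference between recombinations at Rtp3 had an adjusted p of 0.0166 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with effects of -3.41, -3.69 and -3.27 in the d3 and d6 clones and -0.93 to 0.30 in the other 4. Its CAST counts were 0 in 6 of 6 libraries of the d3 and d6 clones.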

How the results depend on the processing

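The comparisons, tests, thresholds and the alternatives for total counts were chosen before the data were examined, and the alternatives on single alleles and on the allelic ratio, with the block for chromosomes and runs, were added after the columns had been seen. Of the alternatives on these results, apart from those that left out a library, 77 moved a value and 98 did not.

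Without the filter on low counts, the genes called rose to 25 in d3 clone 12, 15 in d3 clone 21, 32 in d6 clone 16, 123 in i7 clone 12, 4 in i12 clone 10 and 6 in i10 clone 18. They rose to 17 between the d3 clones, 221 between the i7 clones, 6 in both d3 clones, 10 in the mean effect and 37 for a difference between effects. The median over parental pairs was 922, chromosomes with an excess 3 and markers called 1. With the stricter filter there were 25 genes between the i7 clones, and the shift of chromosome 19 in i7 clone 12 was 0.505.

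With the replicate block, 20 genes were called in d3 clone 21, 14 in d6 clone 16, 1019 in i7 clone 12, 16 between the d3 clones, 1587 between the i7 clones, 7 in the mean effect and 13 for a difference between effects, with 3 chromosomes and 2 markers. In fits of only the libraries of the comparison, 0 genes were called in d3 clone 12, 2 in d3 clone 21, 0 in d6 clone 16, 220 in i7 clone 12, 0 between the d3 clones and 329 between the i7 clones. The unadjusted counts of the fits of all libraries were 713, 122 and 121 where these gave 0. For the allelic ratio such fits gave 0 genes in i7 clone 7, 3 in i12 clone 10, 1 in i10 clone 18 and 168 between the i7 clones.

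With the DESeq2 Wald test, 64 genes were called in i7 clone 12, 148 between the i7 clones and a median of 549 over parental pairs, with 2 chromosomes and 1 marker, and its likelihood ratio test gave 5 genes for a difference between effects. With DESeq2 size factors the shift of chromosome 19 was 0.47. From the allelic ratio, 4 chromosomes had an excess. With at least 50 reads per allele, the allelic ratio was called in 0 genes in i7 clone 7 and 3 in i12 clone 10.

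With 129S1 reads only, 0 genes were called in d3 clone 12, 361 in d3 clone 21, 0 in d6 clone 16, 0 in i7 clone 12, 1 in i12 clone 10, 358 between the d3 clones, 3 between the i7 clones and 169 in the mean effect. With the block added these were 1, 423, 19, 533, 1, 392, 811 and 263. With CAST reads only, 6 were called in d3 clone 12, 79 in d3 clone 21, 5 in d6 clone 16, 59 in i7 clone 12, 54 between the d3 clones, 100 between the i7 clones and 7 in the mean effect. With the block added these were 7, 275, 27, 836, 268, 1176 and 6, with 2 in i7 clone 7 and 1 in i12 clone 10. Without the block, 129S1 reads gave 361 genes in d3 clone 21 and at most 1 in the other clones listed. The 169 genes of the mean effect may thus come largely from that clone. The cause of the changes between these settings was not tested.

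Robust empirical Bayes moved none of the results it was tried on. Windows of 3 and 10 genes left the count of runs in total counts outside the parental range at 0.

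Each library was left out in turn. The mean effect gave 1 to 4 genes and the difference between effects 1 to 31 over 24 fits each. Where a group was left with 1 library, genes changed at least 2-fold without a test numbered 935 to 2677 in d3 clone 12, 995 to 2389 in d3 clone 21, 920 to 1831 in d6 clone 16, 655 to 1050 in i7 clone 7, 1193 to 2025 in i7 clone 12, 1443 to 2472 in i12 clone 10 and 1647 to 1997 in i10 clone 18, over 4 fits each. The shift of chromosome 19 ran from 0.47 to 0.49, the ratio of chromosome 14 in d3 clone 21 from -4.83 to -4.65 and that of chromosome 19 in i7 clone 12 from -0.89 to -0.88.

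For the 14 named gene results, 57 of 65 alternatives left the call as it was, 4 lost it, 4 gained it and 0 reversed the direction. The losses, Nefl in d3 clone 21 among them, were in fits of only the libraries of the comparison, and the gains were Rcbtb1 (DESeq2 and the block) and Ephx2 (no filter and the block) in the mean effect. With a library left out, log2 changes in d3 clone 21 ran from -8.99 to -7.34 for Nefm, -7.18 to -6.35 for Ephx2 and -5.58 to -4.30 for Nefl, and in i7 clone 12 from 3.00 to 3.40 for Gpnmb, 1.91 to 2.00 for Scube3 and 1.80 to 2.02 for Ablim1.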

Other observations

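Every test given in this part was chosen only after the result was seen, and so were the genes named here beyond the rule.

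From Tdgf1 to Dclk3 on chromosome 9 (110939603 to 111489118), CAST counts were low in all 6 libraries of d3 clones 12 and 21 and d6 clone 16, with a median log2 change of -4.38 over 22 values, while the median of the 129S1 counts was -0.034 over 18 values. A change in the expression of both alleles would have lowered the 129S1 counts too. A loss or silencing of this stretch on the CAST allele in those 3 clones is a candidate explanation, and the counts cannot tell these apart. The 552 CAST counts left at Tdgf1 in 1 library show that not every gene of the stretch was at the floor, and reads shared with other copies of that gene were not tested. These clones carry the recombinations named d3 and d6. The place of the recombinations is not given in the labels, so whether it lies here was not examined.

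Als2cl (ENSMUSG00000044037.15, chromosome 9, 110879870 to 110900530) was lower in CAST counts in all 7 clones, with log2 changes of -2.17, -2.49, -2.85, -3.69, -2.74, -1.69 and -1.83 in d3 clones 12 and 21, d6 clone 16, i7 clones 7 and 12, i12 clone 10 and i10 clone 18. The allelic ratio was called in 5 of the 7 (adjusted p 3.20e-04, 1.48e-05, 0.00263, 3.88e-05 and 2.26e-05) and not in i12 clone 10 (0.662) or i10 clone 18 (1.00). A general change of allele assignment in clones may be set aside, since it was the 1 gene of 12231 that fell by at least 2-fold in CAST counts in all of them, and 0 others did. No gene rose or fell in this way in 129S1 counts either. In total counts with the replicate block, the mean effect of Als2cl over the recombinations was -0.81. It was called (adjusted p 3.57e-04 in edgeR's quasi-likelihood test), and without the block it was not. A shared effect of recombination on the CAST allele near this gene is a candidate explanation, and reads shared with other genes were not tested.

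The d3 parental replicates were the furthest apart of the 3 d3 groups, with a standard deviation of the log2 difference of 0.816 over genes, while those of the i12 and i10 parental lines were further apart (0.857 and 0.844). The difference correlated with GC content with r of 0.276 over 16237 genes, against -0.030 to 0.196 in the other 11 groups, with 0.059 and 0.106 in the i12 and i10 parental lines. With log gene length r was -0.223, against -0.0997 to 0.069 in the other 11. GC content or gene length may carry a part of the d3 difference, but a spread of this size also occurred with a lower correlation. The pattern cannot be told apart from a difference in library preparation, which the labels do not describe. Genes are not independent replicates, so no p-value is given.

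In the i12 parental line, the ratio of 129S1 to CAST counts was shifted on chromosomes 3 (-0.17 and -0.27 in the 2 replicates), 6 (-0.19 and -0.26), 8 (0.19 and 0.27) and 14 (0.17 and 0.30), relative to the median of the 24 libraries. On each of the 4, averaged over the 2 replicates, 1 allele rose, by 0.162 at the least, and the other moved by 0.049 at the most. A gain of that allele in part of the cells is a candidate explanation, and a loss of the other would have lowered its counts. The comparisons of i12 clone 10 used this parental line, so a shift of its own chromosomes enters them.

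Some allelic differences followed the recombination family and not the clone, while that of Rbm25 below was found in a clone and not in its parental line. Over 65 genes of chromosome 6 between 120000001 and 130000000, the ratio was 0.76 to 0.91 above the median of the 18 libraries outside d3 in all 6 d3 libraries. The 129S1 share of Smarcc1 (ENSMUSG00000032481.17, chromosome 9, 110117708 to 110240178) was 11.8% to 15.3% in the 8 libraries of d6 and i10 and 43.5% to 47.9% in the other 16. In i12 clone 10 the 129S1 share of Rbm25 (ENSMUSG00000010608.15, chromosome 12, 83631236 to 83683123) was 2.24% and 2.45%, against 41.2% and 41.3% in its parental line, a change of the ratio of -4.88 (SE 0.136, adjusted p 4.02e-15) in 2 of 2 libraries. Its total changed by -0.51 (adjusted p 1.00). No explanation of these was tested.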
